A study of Mus musculus with 9 samples. Its data were reported in "The splicing regulator PTBP1 controls the activity of the transcription factor Pbx1 during neuronal differentiation" (2015).

How the data were processed

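Poly-A RNA was measured in 46C cells, a line of mouse embryonic stem cells (ESCs), after transfection of non-targeting small interfering RNAs (siRNAs) as control (siControl), or of siRNAs against Ptbp1 (siPtbp1), or against Ptbp1 and Ptbp2 together (siPtbp1/2). Each of the 3 groups held 3 samples, of which 2 received the first siRNA set and 1 an independent second set. The siRNAs were given at 20 nM, a further dose of 20 nM followed after 24 h, and RNA was collected at 72 h. The authors made strand-specific libraries and sequenced them as 50 nt paired-end reads. The submitters' processing notes name TopHat and the mm9 genome build, and no versions are given in the sources used here.

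The authors pooled the reads of the 3 samples of a group before they ran SpliceTrap, a program that maps reads to a database of exon trios and estimates how often the middle exon is kept. The deposited tables therefore hold 1 pooled library per group, with no values per sample. Each table lists 228323 events on mm9. An event is a cassette exon, an alternative 3' or 5' splice site, or a retained intron. For each event the authors deposited the inclusion ratio as a fraction, which SpliceTrap had corrected with its own model of ratios, and it is printed here as percent spliced in (PSI, %). The deposited tables also give counts of reads on the 2 inclusion junctions and on the skipping junction, and coverage of the exons as a signal. SpliceTrap calls an event only where its own rules are met, and those rules are not given in the sources used here. Differences in PSI are given in points.

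Because a group is 1 pooled library, no value has a replicate error. Fisher's exact test (two-sided) was run per event on inclusion reads (the mean of the 2 inclusion junctions, rounded) against skipping reads, with the Benjamini-Hochberg adjustment over all events tested. It compares pooled libraries, not conditions, and it covers counting error only. All intervals are 95% intervals of the same limited kind: exact Clopper-Pearson for shares and exact Poisson or conditional binomial for read numbers and folds. Reads without molecular identifiers are not independent molecules, which these intervals do not cover.

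An event was tested where SpliceTrap called it in both libraries and each held at least 20 junction reads. For an exon listed in several events, the event with most junction reads in siControl was kept. An event was called changed where PSI moved by at least 15 points, the size rule of the study, and the adjusted p was below 0.05. How the study's own p was computed is not given in the sources used here. The named events were fixed by rule before the data were examined. Per comparison with siControl, the rule took the 12 largest rises and 8 largest falls among called cassette exons, the 3 largest changes of alternative splice sites, up to 3 retained introns, the fixed genes of PTB protein targets and study examples, and the 2 to 4 largest called changes in each other list. It took 1 event per gene. For each fixed gene it took the measured cassette exon with the largest absolute change in siPtbp1, so these values are the largest of several exons and may be high by chance. For siPtbp1/2 against siPtbp1 the rule took the 6 largest rises and the 6 largest falls, and its wording did not state that these had to be called. It was applied to called events only. None was called there, so the 3 events named from that comparison were chosen after their values were seen.

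Gene names came from the reference annotation on mm9 coordinates, by shared splice sites, exact exons or overlap. Of 228323 events, 223275 received 1 gene name, and the remaining 5048 matched no gene or several. The middle exon was exactly an annotated exon in 95.65% of cassette events on placed chromosomes. Coordinates are printed 1-based.

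Reads per gene are the sum over distinct junctions of its events, so that a junction shared by several events was counted once, and they are scaled to 1000000 reads on distinct junctions per library (RPM). Genes with no junction, such as those of a single exon, have no value. Junction reads of near-identical genes, such as the actins, ribosomal proteins and Dppa5a with its copies, may have been shared between copies, and their levels are uncertain. The median gene, over 10029 genes with at least 100 reads in siControl, stood at 0.989 of siControl in siPtbp1 and at 0.983 in siPtbp1/2.

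The 21 gene lists, 6 of them cell type markers, were fixed before the data were examined. For each list, the share of measured genes with a called event was placed among 10000 random gene lists of the same size, matched on the number of measured events and on junction reads in siControl. The share of exons with a length divisible by 3 and the share of 27 nt or less were placed among 10000 random sets of measured cassette exons matched on junction reads. CU-only pentamers (5 nt, holding both C and U) were counted as the percent of positions they cover. The windows were the exon and the 200 nt on either side. Random sets for this measure were drawn from uncalled cassette exons and matched on exon length and PSI in siControl. None of the exon sets was matched on annotation as alternative or constitutive. Marker lists were summarised by the median fold of members with at least 30 reads over the 3 libraries, with 0.5 reads added, against 10000 random lists matched on reads. A percentile from 2.5 to 97.5 was taken as inside the random range. These percentiles describe these libraries, and genes and exons are not replicates.

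Both knockdowns were compared with the same siControl library, which cannot be split. Their concordance was set beside 100 simulations of unchanged libraries drawn against the same control reads. That simulation used shares of junction reads, with the size rule and an unadjusted p, because the adjusted rule leaves almost no simulated calls, and this restriction was set after the data had been seen.

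The calling step was tested on simulated reads with known changes, using junction shares in place of the estimated ratio. For siPtbp1 against siControl it called 61.2% of events moved by 20 points, 89.6% at 40 points and 98.5% at 60 points. For siPtbp1/2 against siControl the shares were 50.7%, 86.6% and 98.5%, and for siPtbp1/2 against siPtbp1 they were 50.7%, 77.6% and 93.9%. It made 0 calls among the unchanged events of each comparison, of which there were 98048, 96630 and 96440. Those events were drawn with the same share in both libraries, so this says nothing about calls that arise from spread between samples.

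Alternatives planned before the data were examined were size rules of 10, 20 and 30 points, read minimums of 0, 10 and 50, the size rule alone, non-overlapping exact intervals, shares of junction reads, all events as deposited, and events measured in all 3 libraries. Others were lists drawn without matching, windows of 100 nt, the pyrimidine share, and other ways to count the target transcripts. After the data had been seen, 3 alternatives were added: coverage of at least 50 over both flanking exons, the lower of the 2 inclusion junctions, and the unadjusted p. A further condition, that the junction share move the same way as the ratio, was tried and dropped because it removed 0 calls. The rules for gene levels (at least 200 reads, folds of 2 and of 1.5) were also set after the data had been seen. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.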

Results

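PTBP1 and PTBP2 are RNA-binding proteins of the polypyrimidine tract binding (PTB) family, which repress or enhance the use of exons. The experiment asked which splicing events in ESCs depend on PTBP1, and whether loss of PTBP2, which rises when PTBP1 is removed, changes more of them. RNA splicing was measured in 3 groups of 3 samples, siControl, siPtbp1 and siPtbp1/2, and the reads of a group's samples were pooled into 1 library. The siControl library held 41892000 junction reads, siPtbp1 39254496 and siPtbp1/2 36407825. SpliceTrap called 142049 events in siControl, 139789 in siPtbp1 and 138097 in siPtbp1/2, with a median of 89.5, 83.0 and 77.5 junction reads per called event. There are no replicates behind any value below, and intervals cover counting error only.

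The targeted transcripts were examined in every library. Ptbp1 stood at 859 junction reads per 1000000 (RPM) in siControl (95% Poisson interval 851 to 868), at 252 in siPtbp1 (247 to 257) and at 280 in siPtbp1/2 (275 to 286). These are 0.293 and 0.326 of the siControl level. Ptbp2, the neuronal paralog, stood at 53.6 RPM in siControl, 115 in siPtbp1 and 56.0 in siPtbp1/2. It was thus 2.15-fold higher in siPtbp1 (interval 2.04 to 2.26), and addition of the Ptbp2 siRNAs brought it to 0.486 of the siPtbp1 level (0.461 to 0.512). In siPtbp1/2 it lay at 1.04 of siControl, with an interval of 0.983 to 1.11, so the double knockdown undid the rise of the transcript and did not bring it under the siControl level. Ptbp3, the third paralog, stood at 62.9, 64.8 and 60.8 RPM.

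**Figure D1:**
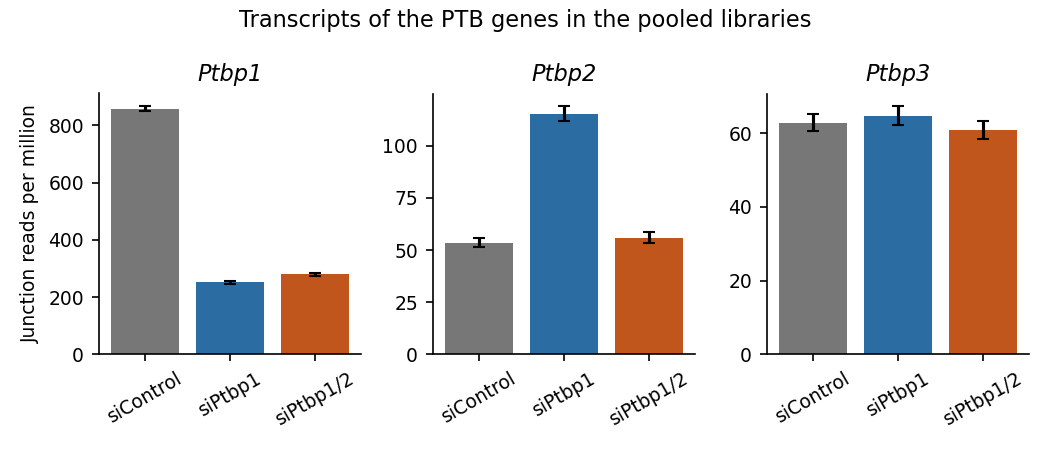
Junction reads scaled to a common total (RPM) of Ptbp1, Ptbp2 and Ptbp3 in the pooled siControl, siPtbp1 and siPtbp1/2 libraries, with exact 95% Poisson intervals for counting error. Ptbp1 falls from 859 to 252 and 280, and Ptbp2 stands at 115 in siPtbp1 against 53.6 and 56.0 in the other libraries.

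Most of the exons that changed in siPtbp1 were included more, with the largest rises in Gabbr1, Reep6 and Myrf and the largest falls in Flnc, Dennd1b and Eml4. In siPtbp1 against siControl, 291 of 98248 tested events were called changed, in 257 genes. Inclusion was higher in 192 and lower in 99, and the median absolute change was 32.9 points. The highest rise was in Gabbr1, a subunit of the metabotropic GABA receptor, whose 151 nt coding exon (chromosome 17, 37204159 to 37204309) went from 10.7% to 96.4% (adjusted p = 2.86e-49, Fisher's exact test). Coding exons also rose in Reep6, a protein of the endoplasmic reticulum (4.3% to 86.5%), Myrf, a membrane-bound transcription factor of myelination (4.5% to 86.6%), and Nav1, a microtubule-associated protein of neurons (0.8% to 81.1%, a 24 nt exon). Further rises were found in the ceramide synthase Cers5 (2.6% to 82.7%), the Ral GTPase-activating subunit Ralgapa1 (5.8% to 85.7%), the actin-binding proteins Svil (3.0% to 82.0%) and Palld (0.9% to 69.9%), and the chromatin factors Dpf2 (3.6% to 78.9%) and Kansl3 (4.6% to 75.4%). Anxa7, an annexin, went from 1.6% to 73.1%, and Sbf2, a myotubularin-related protein, from 14.8% to 84.1%.

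Lower inclusion was led by the actin crosslinker Flnc, whose 99 nt coding exon (chromosome 6, 29402799 to 29402897) went from 83.0% to 14.0% (adjusted p = 4.62e-21, Fisher's exact test). Exons also fell in Dennd1b, an activator of a Rab GTPase (71.0% to 7.9%), the microtubule-associated protein Eml4 (92.8% to 35.7%), Immt, which shapes the inner mitochondrial membrane (86.4% to 29.7%), and the Rho activator Arhgef11 (64.9% to 9.0%). The ubiquitin ligase Mycbp2 went from 95.3% to 40.2%, the long non-coding RNA Meg3 from 90% to 35.3%, and Mroh1 from 98.9% to 51.0%. Mroh1 rested on 22 junction reads in siControl, and Nav1 on 20, and neither kept its call when the lower of the 2 inclusion junctions was used.

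**Figure D2:**
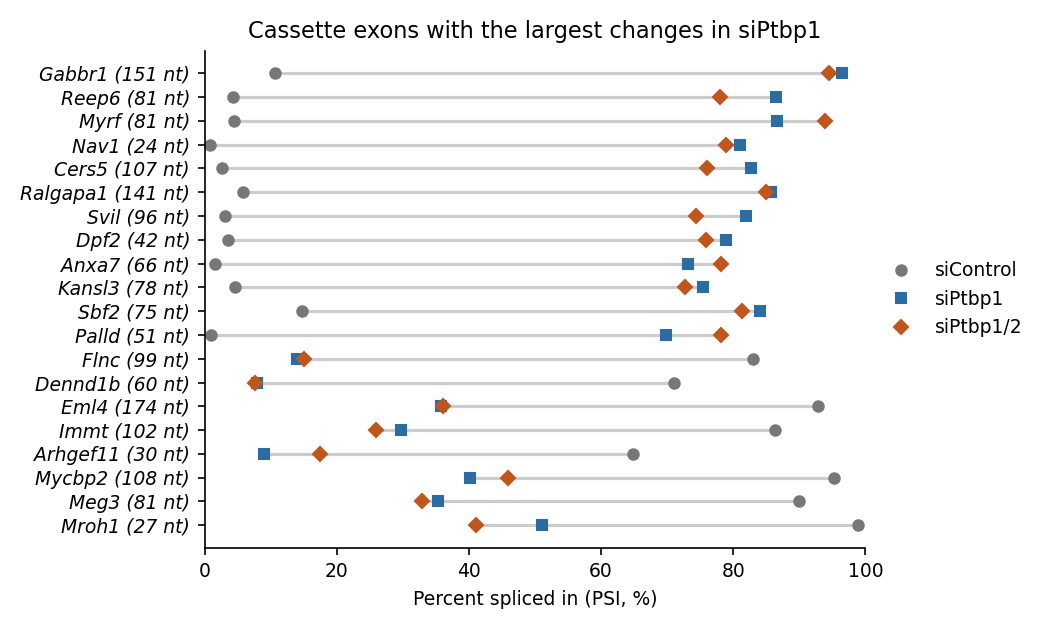
Percent spliced in (PSI, %) of the 12 cassette exons with the largest called rise and the 8 with the largest called fall in siPtbp1, in the 3 pooled libraries. In each of the 20 exons shown, the siPtbp1 and siPtbp1/2 values lie nearer each other than either lies to siControl, as for Gabbr1 with 96.4% and 94.5% against 10.7%.

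By class, 264 of the 291 changed events were cassette exons, 12 alternative 3' splice sites, 10 alternative 5' splice sites and 5 retained introns. Among the cassette exons 172 had higher inclusion and 92 lower, a share of 65.2% higher (Clopper-Pearson interval 59.1 to 70.9). Of the alternative splice sites, 18 of 22 moved toward the longer form. The largest changes were in Tpm2, a tropomyosin (5.2% to 82.0%, a region of 1142 nt), the kinesin Kif1b (10.7% to 73.3%) and the deubiquitinase Usp5 (7.7% to 64.7%). Introns were retained less in the Mediator subunit gene Med22 (69.1% to 21.2%) and in 2310022A10Rik (87.4% to 48.1%), and more in the tRNA methyltransferase gene Trmt61a (35.6% to 57.1%). Exons annotated as alternative made up 235 of the cassette calls, from 5170 tested. Those annotated as constitutive made up 29, from 88511 tested, and in that set 10 were higher and 19 lower.

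**Figure D3:**
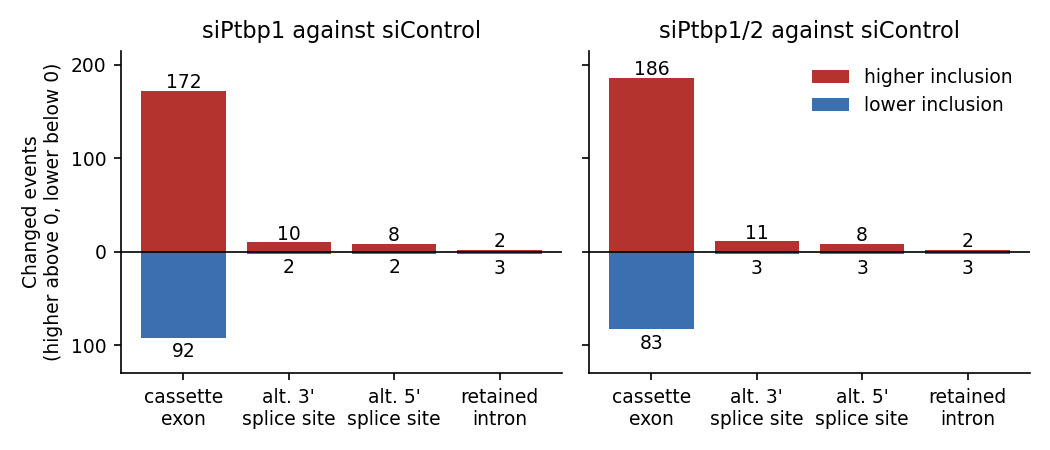
Number of events called changed in each knockdown library against siControl, by event class, with higher inclusion above the axis and lower inclusion below it. Cassette exons make up most of the calls, with 172 higher and 92 lower in siPtbp1 and 186 higher and 83 lower in siPtbp1/2.

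Genes already linked to the PTB proteins by earlier work were looked up whatever their values. In each, the measured cassette exon with the largest absolute change in siPtbp1 is given, which need not be the exon known from that work. Of 18 measured genes in that list, 5 had a called event in siPtbp1, all higher, and 8 had one when p was adjusted over the list alone. The list's share was 27.8%, against 5.2% in random lists (percentile 99.94). The genes with a call were Gabbr1, Tpm2, Ptbp3, Ganab and Rbm27. All of them but Tpm2 are also named by the study from these or related samples. The percentile therefore rests mostly on genes for which the list is not independent evidence. The 34 nt exon of Ptbp3 went from 16.4% to 83.7% (chromosome 4, 59559021 to 59559054), and the 66 nt exon of the glucosidase subunit Ganab from 37.3% to 82.7%. Rbm27, an RNA-binding protein, rose from 72.5% to 88.3%. The neuronal 18 nt exon of the kinase Src stood at 3.5% and 25.1% (adjusted p = 0.24, Fisher's exact test), Mink1 at 41.2% and 80.9% (0.0798), and Piezo1, a mechanosensitive channel, at 76.9% and 57.6% (0.0845), so none of these was called. With non-overlapping exact intervals in place of the adjusted p, each of them was called, so the missing calls do not show unchanged exons. Eif4g2 passed the test (adjusted p = 3.43e-09, Fisher's exact test) with a change of 2.8 points, under the size rule. Fgfr2 stood at 73.4% and 55.4%, Ptbp1 at 48.7% and 56.2%, Ptbp2 at 97.6% and 99.1%, the synaptic scaffold gene Dlg4 at 85.1% and 86.5%, the pyruvate kinase gene Pkm at 99.1% and 99.9%, Flna at 23% and 32.2%, and Grin1 at 99.9% in both, each with an adjusted p of 1.0 by Fisher's exact test. Of the genes in that list, Fas, Gabrg2, Cacna1c and Capn3 had no measured cassette exon.

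In the genes of the actin-binding proteins Tpm1, Tpm2 and Actn1, exons that replace each other differed between libraries in their inclusion reads, and none was called. A 76 nt exon of Tpm1 (chromosome 9, 66880273 to 66880348) had 1551 inclusion reads in siControl, 252 in siPtbp1 and 263 in siPtbp1/2. The neighbouring 76 nt exon (66879758 to 66879833) had 975, 5322 and 5222. The deposited PSI of the former was 98.4%, 14.0% and 15.7%, and that of the neighbouring exon 93.3%, 99.9% and 99.9%. In exons that replace each other, 98.4% and 93.3% cannot both be shares of the siControl mRNA. The size of the fall in PSI is therefore uncertain. Such exons leave almost no skipping reads, 19, 1 and 2 here, so the test on junction reads could not call them. In Tpm2 the corresponding pair had 39, 242 and 311 reads for the exon at 43531516 on chromosome 4, and 317, 65 and 69 for its neighbour. In Actn1, an actin crosslinker, they were 478, 286 and 189 for the exon at 81271673 on chromosome 12, and 442, 494 and 394 for its neighbour.

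Grouped by function, changed events were most frequent in genes of the actin cytoskeleton and adhesion, where 16 of 63 measured genes had a call in siPtbp1 (17 when adjusted over the list alone). That is 25.4%, against 5.7% in matched random lists (percentile 100), and 13 of the 18 called events were higher. Beside Flnc and Tpm2 they include Epb41l2, a membrane skeleton protein (13.5% to 79.5%), and Abi2, a regulator of actin assembly (1.7% to 59.3%). Membrane trafficking genes had a call in 12 of 63 (12 adjusted over the list alone; percentile 100), with 12 of 14 events higher, for example the exocyst subunit gene Exoc7 (1.6% to 66.8%) and the clathrin adaptor genes Ap1b1 (0.6% to 53.8%) and Ap2a1 (1.2% to 52.4%). The lipid transfer gene Osbpl9 belonged to the same set (2.3% to 62.1%). Regulators of small GTPases had a call in 11 of 59 (11 over the list alone; percentile 99.98), among them Rapgef1 (7.9% to 71.3%) and Itsn2 (0.1% to 63.1%). Kinases, phosphatases and signalling proteins had one in 8 of 53 (9 over the list alone; percentile 99.33), among them Braf (11.2% to 75.5%), Wnk1 (29.5% to 75.2%), Map3k4 (29.4% to 73.7%) and a 9 nt exon of Map4k4 (52.1% to 93.0%).

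Cell junction genes had a call in 6 of 43 (6 over the list alone; percentile 99.11), and all 11 of their called events were higher, in Afdn (1.0% to 54.9%), Ctnnd1 (8.2% to 60.2%, in the 5' UTR), Pkp4 (30.9% to 79.1%) and Magi1 (2.2% to 54.8%), among others. Synaptic and neuronal genes had a call in 3 of 24 (4 over the list alone; percentile 98.96), namely Gabbr1, the kinase Camk2b (2.5% to 68.0%) and Erc1 (93.2% to 58.6%). Microtubule and motor genes, with 6 of 48 (6 over the list alone), lay inside the random range (percentile 96.6), as did chromatin complexes with 6 of 81 (6 over the list alone; 67.18), transcription regulators with 3 of 57 (3 over the list alone; 65.92), splicing factors and other RNA-binding proteins with 2 of 72 (2 over the list alone; 37.62), factors of nonsense-mediated decay with 1 of 18 (1 over the list alone; 60.34), ribosome and proteasome genes with 1 of 71 (1 over the list alone; 61.68), and pluripotency factors with 0 of 25 (0 over the list alone; 35.68). In these sets, Clasp1 rose from 8.0% to 54.2%, Mark3 from 54.7% to 82.1%, Pbrm1, a subunit of a chromatin remodeller, from 13.1% to 76.7%, Smg7 from 11.8% to 62.2%, and Nfya from 32.8% to 59.0%. Map4 fell from 75.2% to 33.0%, the DNA methyltransferase gene Dnmt3b from 97.4% to 69.1%, and a 24 nt alternative splice site of Qk from 95.5% to 46.3%. In Srsf7 a 9 nt alternative splice site rose from 55.1% to 70.7%, and a 20 nt exon of the ribosomal protein gene Rps24 from 25.2% to 82.3%, where reads may be shared with near-identical gene copies. The 6 marker lists had 0 genes with a call in siPtbp1. Of the 9 genes that the study uses as examples, 7 had a call (7 over the list alone), which is not independent evidence since the study names them from these samples or from its knockdowns in neural progenitors. They include Tnrc6a (6.2% to 71.4%), Tcf20 (17.6% to 71.8%), the Mediator gene Med23 (6.2% to 34.2%, a call lost with the lower inclusion junction) and the chromatin gene Gatad2a (74.8% to 44.3%).

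The changed cassette exons kept the reading frame more often than random sets of measured exons. In siPtbp1 their length was a multiple of 3 in 136 of 172 exons with higher inclusion (79.1%), against 38.8% in random sets, and in 75 of 92 with lower inclusion (81.5%), against 38.7%. Exons of 27 nt or less made up 30 of the 172 exons with higher inclusion (17.4%), against 0.5%, and 4 of the 92 with lower inclusion (4.3%), against 0.5%. All 4 shares lay above the random range, at percentiles of 100, 100, 100 and 99.95. With sets matched on PSI in siControl too, the random shares were 54.5% and 7.3% for exons with higher inclusion (both 100). For exons with lower inclusion, the random frame share was 46.1% (percentile 100), and the 4 short exons came to percentile 97.46, inside the range. No set was matched on annotation as alternative, which held for 235 of 264 called and 5170 of 93681 tested cassette exons. These shares therefore do not separate changed exons from alternative exons in general.

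CU-rich sequence, to which PTB proteins bind, lay upstream of exons with higher inclusion and downstream of exons with lower inclusion. In the 200 nt upstream of the 172 exons with higher inclusion, CU-only pentamers covered 30.01% of positions, against 17.94% in random sets (95% of sets between 16.67% and 19.25%). They covered 16.01% of these exons, against 11.89%, and 18.22% of the downstream sequence, against 15.48%, all at percentile 100. For the 92 exons with lower inclusion, the upstream coverage of 16.96% and the exon coverage of 10.21% lay inside the random range (percentiles 46.88 and 28.05). The downstream coverage was 21.33%, against 14.87% (percentile 100). The share of all pyrimidines upstream of exons with lower inclusion was 55.26% and lay above its random range (percentile 99.82), which differs from the pentamer measure. The random sets were drawn from exons that were not called and were not matched on annotation as alternative. These coverages therefore do not separate changed exons from alternative exons in general.

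**Figure D4:**
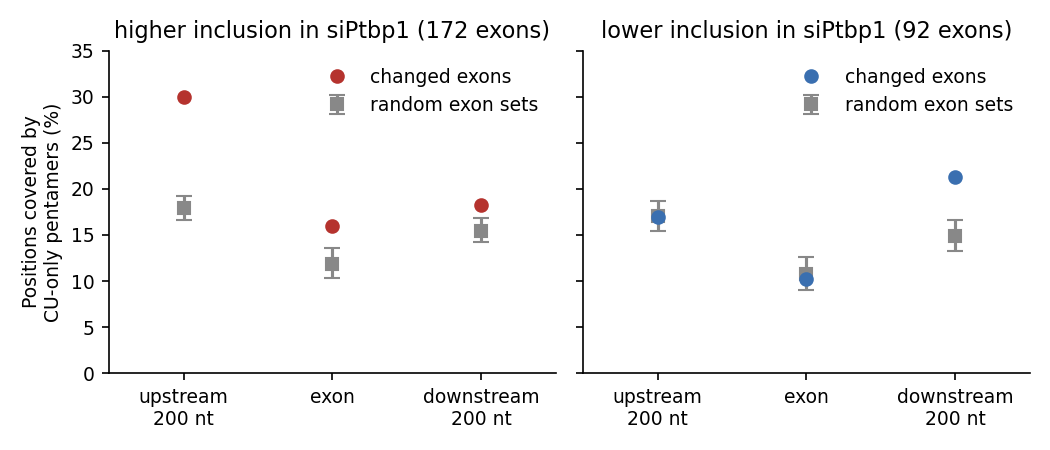
Mean percent of positions covered by CU-only pentamers in the 200 nt upstream, in the exon and in the 200 nt downstream, for cassette exons called in siPtbp1 (circles) and for 10000 random exon sets (squares, mean with central 95% range). The changed exons stand apart upstream when inclusion was higher, with 30.01% against 17.94%, and downstream when it was lower, with 21.33% against 14.87%. The random sets hold uncalled exons and were not matched on annotation as alternative.

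The siPtbp1/2 library, with less Ptbp1 and with the Ptbp2 transcript at its siControl level (1.04-fold), gave much the same exons against siControl. The transcript level need not hold for the protein. The study reported that the double knockdown removed most PTBP2 protein from ESCs, but its text does not state relative to which group. Of 96830 tested events 299 were called, in 251 genes, with 207 higher and 92 lower and a median absolute change of 36.1 points. Myrf led the rises (4.5% to 93.9%; adjusted p = 1.24e-14, Fisher's exact test), with Gabbr1 at 94.5%, Ralgapa1 at 85.0%, Anxa7 and Palld at 78.1%, Reep6 at 78.0%, Cers5 at 76.1% and Dpf2 at 75.9%. Short exons rose in Tmem184b (21 nt, 2.2% to 80.6%), the ubiquitin ligase gene Fbxo25 (27 nt, 5.0% to 83.4%) and Porcn, which lipidates Wnt proteins (15 nt, 1.8% to 74.6%), whose call was lost with the lower inclusion junction. Map2, a neuronal microtubule protein, led the falls (99.9% to 27.2%; adjusted p = 6.46e-06, Fisher's exact test). In siPtbp1 it stood at 31.6% on 8 inclusion and 10 skipping reads, under the minimum of 20, and was not tested. Falls were also found in Flnc (to 15.1%), Dennd1b (to 7.6%), Immt (to 25.9%), Meg3 (to 32.9%), Eml4 (to 36.1%), the cotransporter Slc12a6 (99.2% to 48.6%) and the RNA-binding protein Msi2 (96.4% to 46.4%). Alternative splice sites were led by Tpm2 (to 83.9%), Usp5 (to 68.3%) and Qk (to 36.3%), and introns were retained less in 2310022A10Rik (to 38.7%), Med22 (to 20.5%) and Slc35a4 (71.6% to 46.3%).

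Cassette exons made up 269 of these calls, 186 higher and 83 lower, which is 69.1% higher (interval 63.3 to 74.6). There were 14 alternative 3' splice sites, 11 alternative 5' splice sites and 5 retained introns. Actin and adhesion genes again had the largest number of genes with a call, 16 of 63 (18 over the list alone), with Sptan1 (3.8% to 72.8%) among the largest changes. Calls were found in 13 of 60 trafficking genes (13 over the list alone), 11 of 58 GTPase regulators (12 over the list alone), 8 of 53 signalling genes (8 over the list alone), with Ppp3cb at 51.5% and 93.2%, and 5 of 17 earlier PTB targets (7 over the list alone). All of these lay above the random range, at percentiles from 99.52 to 100. The earlier PTB targets with a call again included Gabbr1, Ptbp3 and Ganab, which the study names too, so that share is not independent evidence. Cell junction genes had 5 of 43 (5 over the list alone; percentile 97.08), with Scrib at 8.6% and 54.9%. Synaptic genes had 2 of 22 (4 over the list alone; 92.88), microtubule genes 6 of 48 (6; 96.76), chromatin complexes 6 of 80 (6; 70.76), splicing factors 4 of 70 (4; 82.86), transcription regulators 4 of 57 (4; 83.86), decay factors 2 of 18 (2; 88.92), ribosome and proteasome genes 1 of 71 (1; 61.41) and pluripotency factors 0 of 25 (0; 35.81), each with the count over the list alone in parentheses before the percentile. Splicing factor genes with a call included Celf1 (53.2% to 70.6%) and Hnrnpa2b1 (26.8% to 43.5%), and the decay genes included Rnps1 (43.7% to 59.3%, and 14.9 points from junction reads alone, under the size rule). Among neural markers 1 of 5 had a call, Map2, whose exon was not tested in siPtbp1 (1 over the list alone; percentile 97.78), and the other 5 marker lists had 0. The study's examples had 8 of 9 genes with a call (8 over the list alone).

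Shares of frame-keeping and short exons and coverage of the sequence beside the exons had the same direction in siPtbp1/2. Here too the random sets were not matched on annotation as alternative. Lengths were a multiple of 3 in 140 of 186 exons with higher inclusion (75.3%) and in 68 of 83 with lower inclusion (81.9%). Exons of 27 nt or less made up 33 of the 186 (percentile 100) and 2 of the 83 (percentile 96.16). Pentamers covered 30.22% upstream of exons with higher inclusion, against 17.69%, and 22.27% downstream of exons with lower inclusion, against 14.84%. Inside exons with lower inclusion coverage was 11.79%, against 10.91%, and inside the random range (percentile 81.09), where siPtbp1 had 10.21%, against 10.75%.

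The direct comparison of siPtbp1/2 with siPtbp1 asked what differs when the rise of the Ptbp2 transcript is absent, without the shared control. Ptbp2 transcript stood at 0.486 of siPtbp1 and 1.04 of siControl, and the deposited values hold no protein level. Of 96640 tested events 0 were called. The size rule alone was met by 269 events, the size rule with an unadjusted p by 41, and the adjusted p alone by 3. Of the 269 events, 165 were higher in siPtbp1/2 and 104 lower, and of the 41 events, 28 were higher and 13 lower. In simulated reads at this depth, 50.7% of events moved by 20 points and 77.6% of those moved by 40 points were called, so changes of these sizes could have been missed.

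Across both comparisons with siControl, 95727 events were tested in common. Of 189 and 206 events with higher inclusion 168 were called in both, where independent lists would share 0.41, and of 98 and 91 with lower inclusion 71 were shared, where independent lists would share 0.09. Over the 311 cassette exons called in either knockdown and measured in all 3 libraries, the squared Pearson correlation of the changes was 0.960 and Spearman's rho 0.968. All 311 moved in the same direction in both, which the shared control favours. This is a correlation across exons, which are not independent replicates, and it shares the siControl library on both sides. Unchanged libraries simulated from the siControl shares, with a shared simulated control, gave 6.83 exons changed in both and a squared correlation of 0.444. The same rule gave 349 exons and 0.916 in the data. The simulated overlap may be too low, since spread between samples was not simulated. Under that rule the sign was shared by 88.9% of exons in the simulated libraries (lowest 79.6%, highest 95.8%) and by 98.7% in the data. Over all 91362 cassette exons the covariance was 8.01 square points, the simulated one 1.09, and the difference 6.92. How much of the excess in correlation and overlap comes from the shared control cannot be measured, since siControl is 1 library.

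**Figure D5:**
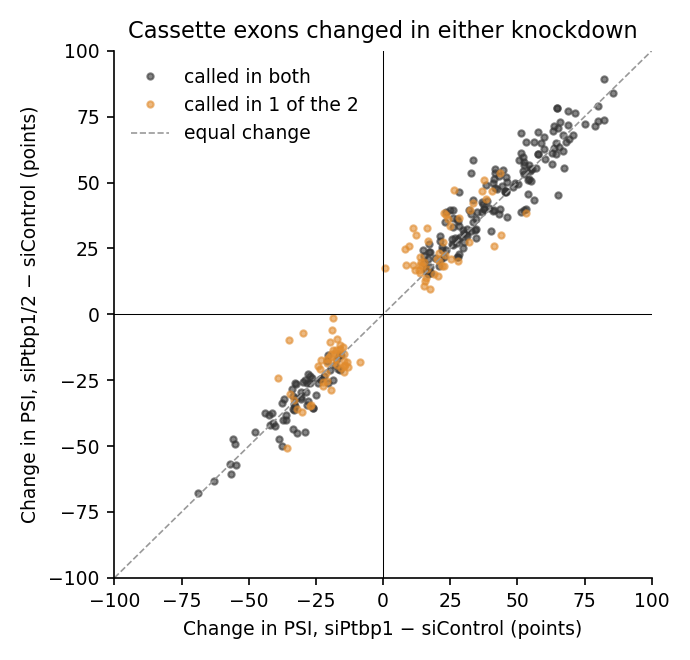
Change in PSI (points) of the 311 cassette exons called in either knockdown, siPtbp1 on the horizontal and siPtbp1/2 on the vertical axis, both against siControl. The points lie along the dashed line of equal change, with a squared correlation of 0.960, and part of this comes from the siControl library that both axes share.

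Pbx1, a homeodomain transcription factor, has a 113 nt coding exon (chromosome 1, 170115087 to 170115199) that was of particular interest to the study. Its PSI was 21.7% in siControl, 59.4% in siPtbp1 and 72.8% in siPtbp1/2. The event rested on 8 inclusion and 23 skipping reads in siControl, 14 and 13 in siPtbp1, and 27 and 9 in siPtbp1/2. It was called in siPtbp1/2 (adjusted p = 0.0178, Fisher's exact test) and not in siPtbp1 (adjusted p = 1.0), and the difference between both knockdowns was not called. On so few reads, the missing call in siPtbp1 does not show that the exon was unchanged there. By reverse transcription PCR, the study reported strong induction of the exon after PTBP1 depletion in ESCs. Dock7 (30.4%, 54.7% and 66.7%) and Piezo1 (76.9%, 57.6% and 48.3%) were likewise called in siPtbp1/2 alone, and Rbm27 (72.5%, 88.3% and 86.1%) in siPtbp1 alone. For these genes too, the difference between both knockdowns was not called. The Pbx1 transcript stood at 4.94, 7.29 and 8.90 RPM, 1.47-fold higher in siPtbp1 (interval 1.23 to 1.77) and 1.80-fold in siPtbp1/2 (1.51 to 2.15). An mRNA that includes the exon has 1 more junction than one that skips it, so these levels also depend on its inclusion.

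Cell type markers were read from the same gene levels. Pluripotency markers were lower as a list, with a median fold of 0.766 in siPtbp1 and 0.783 in siPtbp1/2 (both at percentile 0.0), and 7 of 8 members lay below siControl. Nanog stood at 0.621 and 0.608 of siControl, Zfp42 at 0.710 and 0.719, and Pou5f1 at 1.01 in both. Fibroblast markers were higher, with median folds of 1.34 and 1.46 (percentiles 99.99 and 100), although 2 and 3 of 8 members were below siControl. Acta2, smooth muscle actin, was 3.27-fold and 7.50-fold higher, the intermediate filament gene Vim 1.77-fold and 1.59-fold, and the collagen gene Col1a1 1.22-fold and 1.57-fold. In siPtbp1/2 Fbln2 stood at 0.624 of siControl (interval 0.490 to 0.792) and Thy1 at 0.723 (0.530 to 0.981). Mesoderm markers, of which 4 were measured, had median folds of 1.32 (percentile 99.49) and 1.08 (83.88), with T, the Brachyury gene, at 2.51-fold and 2.39-fold. In siPtbp1 the intervals of Eomes (1.05-fold, 0.913 to 1.21) and Kdr (1.18-fold, 0.959 to 1.46) included no change. Neural markers (0.975 and 0.980; percentiles 45.46 and 49.51), endoderm markers (1.1 and 0.883; 87.7 and 21.12) and trophectoderm markers (1.11 and 1.12; 93.12 and 95.43) lay inside the random range. Among the 5 measured trophectoderm markers, Cdx2 was 2.47-fold and 2.06-fold higher, and Tfap2c stood at 0.616 and 0.642 of siControl. The labels give gelatin as the growth surface and the study's methods add feeder fibroblasts, whose transcripts would count among these reads. Acta2 shares sequence with other actin genes, and Dppa5a of the pluripotency list with near-identical copies, so their levels are uncertain.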

Values the study reported

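The study reported that siRNAs against PTBP1 lowered the protein by 80% in ESCs. In the double knockdown, 84% of PTBP2 protein was removed from ESCs, while PTBP1 depletion alone raised PTBP2 protein. The study's text does not state from which of these levels the 84% was taken. These are protein values, while the levels given above are of transcripts. PSI values of the siRNA pairs had an R2 of 0.97 before the samples were pooled. With its own p and a change of 15%, the study counted 418 events altered by PTBP1 knockdown in ESCs, made up of 362 cassette exons, 50 alternative splice sites and 6 retained introns. It gave an R2 of 0.91 between the changes of the single and the double knockdown.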

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

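The tests on feeder fibroblasts, on scaling and on an unintended siRNA target were chosen after the gene levels had been seen, as were the rules for gene levels and the naming of Actr2, Actg1 and Rpl17, while the test on changed splicing was chosen before its value was seen. The feeder and scaling tests had first been run for a narrower pattern of Acta2, Vim and Nanog.

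Between siPtbp1/2 and siPtbp1, 3 events differed beyond counting error at a size under 15 points. A 15 nt exon of Actr2, a subunit of the actin-nucleating Arp2/3 complex (chromosome 11, 19998740 to 19998754), was higher by 8.4 points in siPtbp1/2, at 0.1% in siControl, 4.7% in siPtbp1 and 13.1% in siPtbp1/2 (adjusted p = 6.77e-08, Fisher's exact test). A 45 nt exon of Actg1, cytoplasmic gamma actin, was higher by 2.1 points, at 0.1%, 3.1% and 5.2% (adjusted p = 4.29e-06, Fisher's exact test). An alternative 5' splice site of the ribosomal protein gene Rpl17 differed by -5.1 points, at 55.6%, 61.7% and 56.6% (adjusted p = 4.29e-06, Fisher's exact test). Actg1 and Rpl17 have near-identical gene copies, so their values are uncertain. The deposited values pool the reads of 3 samples per group, so whether these differences exceed the spread between samples was not testable.

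Junction reads per gene also differed between the knockdown libraries. Of 8779 genes with a mean of at least 200 reads, 2 were at least 1.5-fold lower in siPtbp1/2 than in siPtbp1, the targeted Ptbp2 (0.486) and Aim1 (0.658, interval 0.537 to 0.805). The 5 that were higher were Dpp4 (1.58-fold, 1.24 to 2.02), Myl9, a myosin light chain (1.83-fold, 1.67 to 2.00), and the muscle actins Acta1 (1.83-fold), Acta2 (2.29-fold) and Actc1 (2.81-fold). Reads of the actin genes can be assigned to each other, so which of the 3 was higher is uncertain.

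Gene levels were outside the main measurement, and some differed from siControl in both knockdown libraries. Of 8932 genes with at least 200 reads in siControl, 9 were at least 2-fold higher in both, among them Acta2 (79.7, 261 and 598 RPM in siControl, siPtbp1 and siPtbp1/2), Tpm1 (499, 1230 and 1290), Brachyury gene T (34.1, 85.4 and 81.3) and Mettl22 (10.2, 33.2 and 32.3). At least 2-fold lower in both were 51, Ptbp1 included, among them Iqgap1, a scaffold of the actin cytoskeleton (264, 62.4 and 56.6), the filamins Flna (1150, 307 and 357) and Flnb (637, 152 and 153), Cald1 (117, 34.3 and 28.9), the RNA helicase gene Mov10 (118, 29.5 and 28.3) and Dnmt3b (446, 186 and 183). In the actin and adhesion list 4 of 64 measured genes were in this lower set (Flna, Flnb, Cald1 and Lima1), where random lists held 0.31 on average (percentile 99.99).

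More feeder fibroblasts would raise their abundant collagen transcripts as much as the higher genes. The lowest of 3 collagen folds in siPtbp1 was 1.22 (Col1a1, interval 1.14 to 1.30), which argues against more feeders as the whole cause there. In siPtbp1/2 it was 1.36 (Col1a2, interval 1.20 to 1.53), with Col1a1 at 1.57 and Col3a1 at 2.36, and its upper bound passes the 1.5 set for excluding this cause, so more feeders stay open for siPtbp1/2, although the less abundant Fbln2 (4.8 RPM in siControl) and Thy1 (2.7) were lower there, at 0.624 (0.490 to 0.792) and 0.723 (0.530 to 0.981). Fewer feeders would lower the collagens, and Col3a1 stood at 1.64-fold and 2.36-fold, which argues against this for the lower genes. A difference in library size was removed by the scaling before folds were taken, so the median gene cannot test it. An error of that scaling would shift all genes, and the median gene stood at 0.989 and 0.983 of siControl, which argues against such a shift.

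An unintended target of the siRNA set used in 2 of the 3 pooled samples may explain some lower genes and stays open, since the test excluded it for 0 genes. That test took the smallest share of reads that the sample of the other set would hold under the spread of depths in the study's methods. At equal depth that sample would hold 1 of every 3 reads, and the upper bounds of the fold in siPtbp1 lay under that share in 9 of the 50 lower genes other than Ptbp1 (Iqgap1, Flnb, Mov10, Napsa, Arap3, Cald1, Pgm1, Flna and Invs, 0.246 to 0.330), but the depth per sample is not in the deposited values. Changed splicing of the same genes stays open too: 3 of the 35 lower genes with measured events had a called event (8.6%, against 3.9% in random lists, percentile 90.25), and the other lower genes had no measured event. Loss of PTBP1 itself is the biological difference of the design, and it cannot be told apart from an unintended target because the reads of the samples were pooled.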

How the results depend on the processing

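The alternatives on flanking coverage, on the lower inclusion junction and on the unadjusted p were chosen after the data had been seen. No paired analysis was possible because the reads of the 3 samples of each group were pooled into 1 library before the deposited values were made. For the same reason the planned runs that leave out a sample or use the replicate number as a block could not be made, and the depth of a library limits counting error only.

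For each comparison, 11 of 14 alternatives gave a count of changed events within 1.5 times the main one, from 243 to 371 in siPtbp1 (291 in the main setting), from 244 to 393 in siPtbp1/2 (299), and 0 in siPtbp1/2 against siPtbp1. The counts outside that range were 165 and 184 at 30 points, 851 and 856 with the size rule alone, and 523 and 524 with the unadjusted p, for siPtbp1 and siPtbp1/2 in turn. They follow from a stricter or looser rule. For siPtbp1/2 against siPtbp1 they were 269 with the size rule alone, 9 with non-overlapping intervals and 41 with the unadjusted p. With the size rule alone 52.3% of events in siPtbp1 were higher, against 66.0% in the main setting.

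For the other results outside the main range the cause was not tested. At 30 points 73.7% and 76.0% of changed cassette exons were higher in siPtbp1 and siPtbp1/2, and 0% of retained introns in both. The squared correlation of both knockdowns was 0.740 over all cassette exons and 0.949 from junction reads alone. From the event with most reads only, Ptbp1 stood at 0.278 and 0.310 of siControl and Ptbp2 in siPtbp1 at 1.93. Short exons with lower inclusion in siPtbp1 came inside the random range with matching on PSI (percentile 97.46). The pyrimidine share upstream of exons with lower inclusion lay above it (99.82 and 99.84).

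Among gene lists, draws without matching put chromatin complexes (98.54 and 98.68) and microtubule genes (99.9 and 99.92) above the random range in siPtbp1 and siPtbp1/2, and cell junction genes in siPtbp1/2 (99.6), while neural markers in siPtbp1/2 came inside it (93.42). With at least 50 reads, microtubule genes in siPtbp1 (98.92) and cell junction genes in siPtbp1/2 (99.01) lay above it, and synaptic genes in siPtbp1 (96.8) and neural markers in siPtbp1/2 (49.58) inside it. At 10 points synaptic genes in siPtbp1/2 lay above it (98.5). Of the values recomputed for named events, 878 kept their direction and side of the threshold, 5 became called and 22 lost the call. No named event with a call changed sign and no list outside its random range came to lie beyond the opposite end under the alternatives run.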

Other observations

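Both tests on short exons and both tests on uncalled changes of the ratio were chosen before their values were seen, although short exons and the exchange in Tpm1 and Actn1 had been noticed earlier, while the counts at the study's thresholds were made after the data had been seen.

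Microexons stood out among the exons with higher inclusion in siPtbp1: 30 of 172 were of 27 nt or less, among them exons of Nav1 (24 nt), Ap1b1 (21 nt), Clasp1 (27 nt), Med23 (18 nt) and Map4k4 (9 nt). A candidate explanation is that short exons are low in siControl, so that only a rise can be seen. Sets matched on PSI in siControl held 7.3% short exons, against 17.4% here (percentile 100), which argues against it as the whole cause. These sets were not matched on annotation as alternative, so they do not separate changed exons from alternative exons in general. Reads placed at only 1 of the 2 junctions of a short exon stay open as a cause, since 19 of the 30 kept the call with the lower inclusion junction (63.3%, Clopper-Pearson interval 43.9 to 80.1) and Nav1 and Med23 did not. That the PTB proteins repress microexons as a class in ESCs is a hypothesis from these data, and it was not tested beyond them.

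In siPtbp1, 560 events met the size rule and were not called. Of those that were cassette exons measured in all 3 libraries, 467 in number, the siPtbp1/2 value lay nearer siPtbp1 than siControl in 73.9% (interval 69.6 to 77.8), against 98.5% of 263 called exons. Noise of the estimated ratio alone would give a share near even odds if it were equal in all 3 libraries. More noise in the siControl value than in the others would raise this share too. Exons with no skipping read, given below, also lay above even odds, so the share does not settle how much is noise. A neighbouring exon that moved the opposite way was found for 31 of the 467 (6.6%, interval 4.6 to 9.3), which argues against exchange of exons, as in Tpm1, as the general cause. The share was 83.0% in exons annotated as alternative, 64.7% in constitutive ones and 66.7% (54.8 to 77.1) where neither library had a skipping read, so a nearer ratio alone does not show a splicing change.

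With a change of 15 points and an unadjusted p below 0.05, 715 of all deposited events passed in siPtbp1, and 523 passed with 1 event per exon and at least 20 junction reads. Both are higher than the count the study gives, and how its p was computed is not known.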
